A study of Mus musculus with 6 samples. Its data were reported in "HRD1-induced TMEM2 ubiquitination promotes ER stress-mediated apoptosis through a non-canonical pathway in intestinal ischemia/reperfusion" (2024).

How the data were processed

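RNA sequencing profiled 6 samples of small intestine from C57BL/6 mice aged 8 weeks. Per the labels, 3 samples came from the sham group (replicates 1, 3 and 5) and 3 from the intestinal ischemia/reperfusion (I/R) group (replicates 6, 7 and 9), each a separate sample of its group. The labels do not say whether each sample is a separate animal, so p-values measure the spread between these samples. RNA was extracted with Trizol, and stranded libraries were made by random priming with dUTP marking of the second strand.

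The deposited table held FPKM values (fragments scaled to transcript length and to the mapped fragments of the library) for each transcript and sample, computed by the authors. The submitters' processing notes name cutadapt, HISAT2 version 2.0.4, StringTie and the mouse build mm10. The versions of the other tools and the annotation are not given in the sources used here. The table listed 19763 transcripts. Each had a mean of at least 0.5 FPKM in the sham group or in the I/R group, as tested on the values, so transcripts below that level in both groups are not analysed here. FPKM keep no read counts, so the depth of each library is unknown, and no interval or detection limit is given. Summed over the listed transcripts, FPKM came to between 315726 and 330814 per library. Exact zeros made up 5.05% to 7.78% of the values of a library. An exact 0 can be a failed estimate of the transcript assembler. A gene at 0 is therefore described as listed at 0, with each library's value.

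Transcript identifiers were matched without their version to GENCODE release M21, which annotates mm10. Of the transcripts, 19702 matched, 16926 of them with the same version, and 61 kept their own identifier. Because the comparison had been planned for genes before the data were examined, the FPKM of the listed transcripts of a gene were summed. This gave 12327 genes, 8033 with 1 listed transcript and 4294 with at least 2. Since FPKM are scaled to transcript length, the sum changes when reads are divided differently between transcripts of unlike length, and it misses transcripts that were not listed. Summing was chosen after the table was found to hold transcripts.

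Sham and I/R were compared with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend) on log2(FPKM + 1), with group as the sole term, 2-sided. The 12006 genes with a mean of at least 0.5 FPKM over all 6 samples were tested, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. A second pair of counts used a fold change of at least 2 and an unadjusted p below 0.05. Log2 fold changes are I/R minus sham on the log2(FPKM + 1) scale, which understates the change of genes with low values. No scaling between samples was applied in the main comparison. The median log2 fold change over all tested genes was 0.12, against 0.0089 after median-ratio scaling. Differences should be read relative to that shift. Syvn1, Rffl and Cemip2 also had an exact permutation test, whose smallest 2-sided p with 3 against 3 samples is 0.1.

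Before the data were examined, 38 gene lists were fixed from textbook knowledge of the tissue and of ER stress. All but the list of the study's own genes, 37 in number, were tested with camera (preset inter-gene correlation of 0.01, and again with an estimated correlation) and with fry. P-values were adjusted over the lists. Which 19 lists are described with their members was chosen after their values were seen. They are the 8 lists past the threshold and lists of ER stress, cell death, ubiquitin ligases, low oxygen, early response, oxidative stress, junctions, interferon and B cells. Genes to be named were chosen by a rule written in advance. It takes Syvn1, Rffl and Cemip2. It takes the 10 largest rises and 10 largest falls among genes past the adjusted threshold whose groups do not overlap, without predicted, mitochondrial, histone and antigen receptor segment genes. Where fewer passed, the places went to non-overlapping genes with a fold of at least 2 and the smallest unadjusted p, named as not passing. It takes up to 4 members of each list described, by smallest p, and genes the study measured as proteins. Some genes that this rule takes are not reported here. Other genes named were chosen after their values were seen.

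The procedure was tested on simulated data for the 12006 genes, with 200 genes of about 4 FPKM or more changed in each of 20 simulations. Variances were drawn from the distribution that limma fitted. The noise of each gene was independent, so differences shared by many genes of a sample were left out. For the comparison of I/R with sham, 6.79% of the 2-fold, 65.4% of the 4-fold and 86.4% of the 8-fold changes were recovered, and 6.10% of the calls were false. These rates may not hold for real samples that differ in such a shared way. Alternatives set in advance were pseudocounts of 0.1 and 0.5, no filter, a minimum mean of 5 FPKM, median-ratio and quantile normalization, limma without a trend, array weights, and leaving out each sample. A transcript-level test, a restriction to genes above 0 in all 6 libraries and a B cell covariate were added after seeing the data. Lists of lymphoid follicle genes and of genes of the distal and proximal small intestine were also drawn up at that stage. Their tests were set before their results were seen. Some of the genes, such as Slc10a2, Slc51a, Slc51b, Lct, Apoc3, Rbp2 and Cyp3a11, belonged to lists already tested. The values of those genes were available by then. Fabp6, Fgf15, Pyy, Fabp1, Apoa4 and Cck had been seen and were left out of those tests. Tests that need read counts were not run because the table held none. Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9 was used for reading and plotting.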

Results

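RNA sequencing of mouse small intestine compared 3 sham samples with 3 intestinal I/R samples, in which blood flow to the gut was blocked and then restored. FPKM were summed per gene, and 12006 genes were tested. Across genes, log2(FPKM + 1) correlated between pairs of libraries with r from 0.886 to 0.932, so no 2 libraries were copies of each other. Genes are not independent replicates in these correlations. The first comparison asked which genes and E3 ligases differed between the intestinal I/R group and the sham group.

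Tubb4b, a beta-tubulin, was 43.7 ± 3.97 FPKM in the sham group and 259 ± 38.9 FPKM in the I/R group (SD, n = 3 each). Its log2 fold change was 2.54 ± 0.18 (SE), with a limma adjusted p of 0.0145. The related beta-tubulins Tubb2a and Tubb2b, which can share reads with it, were at 7.08 ± 3.88 and 5.80 ± 1.24 FPKM in sham and at 14.8 ± 4.65 and 12.3 ± 3.63 FPKM in I/R (SD, n = 3 each), so its value is uncertain to that extent. Gtf2h5, a small subunit of the repair and transcription factor TFIIH, rose from 2.26 ± 0.298 to 15.4 ± 2.24 FPKM (SD, n = 3 each; limma adjusted p = 0.0387). Cldn3, a tight junction claudin, fell from 200.3 ± 3.44 to 12.9 ± 3.54 FPKM (SD, n = 3 each), a log2 fold change of -3.89 ± 0.22 (SE) with a limma adjusted p of 0.00953. Mcts2, a single-exon gene, was at 6.19, 6.25 and 6.37 FPKM in the sham libraries and listed at 0 in all 3 I/R libraries (limma adjusted p = 0.0145). These 2 higher and 2 lower genes were the ones past the adjusted threshold. Cldn3 and Mcts2 have 1 annotated exon each among their listed transcripts. Mcts2 lies on chromosome 2 at 152687035 to 152687946 (mm10), inside the span of H13 on the same strand (152669461 to 152708670). H13 was at 21.1 to 27.9 FPKM in sham and 28.8 to 32.9 in I/R libraries. Mcts1, a gene of the same family, was at 10.1 to 11.9 and 11.9 to 14.2 FPKM. Whether the zeros of Mcts2 reflect its RNA or the division of reads between such genes is not known. The value of Cldn3, also a 1-exon gene, could not be checked on reads, and a failed estimate is not excluded for it. Cldn3 lies on chromosome 5 (134986214 to 134987472), Tubb4b on chromosome 2 (25222160 to 25224702) and Gtf2h5 on chromosome 17 (6079786 to 6086517).

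With fewer samples most calls were lost, although the log2 fold changes moved little (Cldn3 -4.08 to -3.70, Tubb4b 2.43 to 2.65 and Gtf2h5 2.22 to 2.40 with 1 library left out). Without sham replicate 1, 3 or 5, or I/R replicate 7, 0 genes passed in either direction. Without I/R replicate 6, 2 genes were higher and 3 lower, and without I/R replicate 9, 4 were higher and 5 lower. At an unadjusted p below 0.05, limma gave 667 higher and 406 lower genes. At a fold of at least 2 and an unadjusted p below 0.05 there were 231 higher and 117 lower genes, a split that became 170 and 158 after median-ratio scaling and 173 and 161 after quantile normalization. Without sham replicate 1, this threshold gave 643 higher and 126 lower genes. The 3 values of one group lay wholly on one side of the other group's in 16.5% of the genes (1981), where chance gives 10%. Sham replicate 1 with I/R replicates 6 and 7 set against the other 3 libraries gave 2646 such genes.

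**Figure D1:**
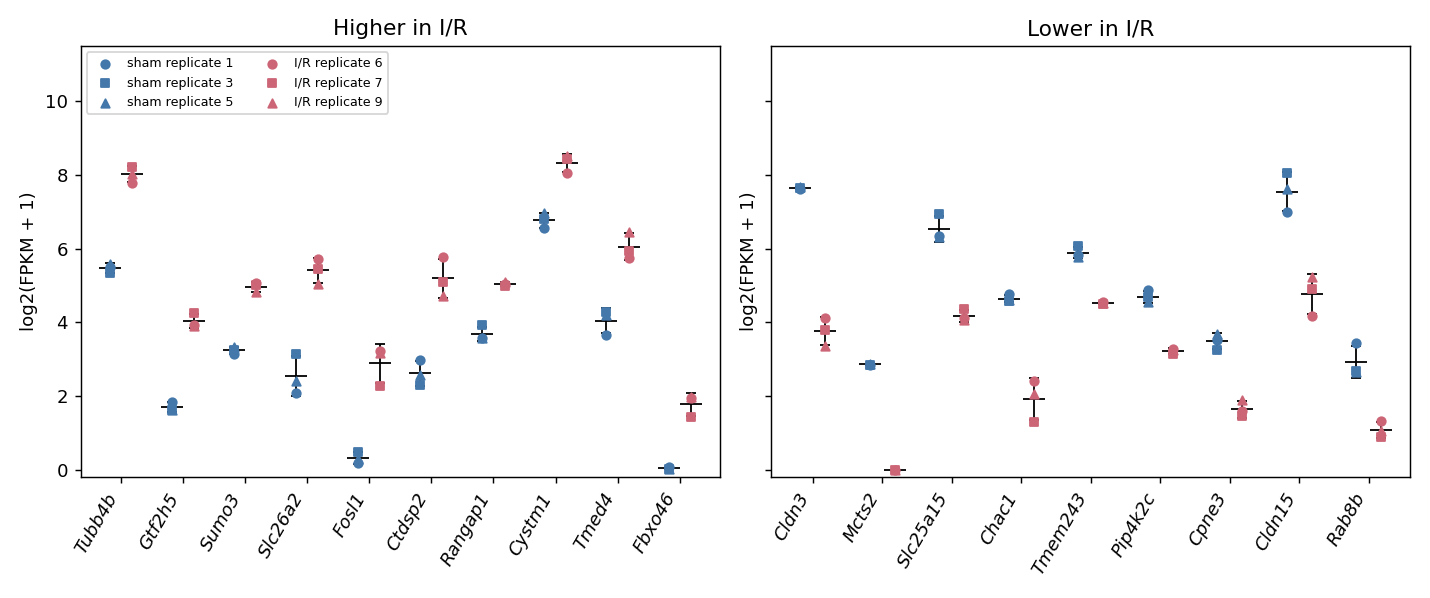
Genes named as rises (left) and falls (right) by the rule set in advance, as log2(FPKM + 1) on the vertical axis. Points are libraries, blue for sham and red for I/R, with bars for the mean ± SD of 3 libraries; Tubb4b, Gtf2h5, Cldn3 and Mcts2 passed the adjusted threshold, and the other 15 did not.

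The other genes named as rises and falls did not pass the adjusted threshold. By the rule that chose them, their groups did not overlap and their fold was at least 2. They were taken by smallest unadjusted p, so they are not the largest changes. On the higher side, Sumo3, a ubiquitin-like modifier, was at 8.45 ± 0.614 FPKM in sham and 30.3 ± 2.82 in I/R (SD, n = 3 each; limma adjusted p = 0.0512). Its close relative Sumo2 was at 24.5 to 37.6 FPKM in I/R libraries and 31.3 to 57.8 in sham libraries. The sulfate transporter Slc26a2 was at 5.11 ± 2.36 and 42.4 ± 10.1 FPKM, and Fosl1, an AP-1 transcription factor, at 0.256 ± 0.135 and 6.74 ± 2.51 FPKM. The remaining higher genes were Ctdsp2, Rangap1, Cystm1, Tmed4 and Fbxo46, with log2 fold changes from 1.35 to 2.58. On the lower side, the mitochondrial ornithine carrier Slc25a15 was at 93.8 ± 25.2 and 17.3 ± 2.11 FPKM (limma adjusted p = 0.0512). Chac1, a glutathione-degrading enzyme induced through ATF4 and CHOP, was at 24.1 ± 1.79 and 2.97 ± 1.43 FPKM. Cldn15, a claudin that forms sodium pores, was at 194.6 ± 69.5 and 27.6 ± 9.76 FPKM. Tmem243, Pip4k2c, Cpne3 and Rab8b had log2 fold changes from -1.85 to -1.37.

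Syvn1 encodes HRD1, the E3 ligase at the center of the study. Summed over 4 listed transcripts, it was at 13.8 ± 6.96 FPKM in the sham group and 11.2 ± 0.83 FPKM in the I/R group (SD, n = 3 each). The log2 fold change was -0.17 ± 0.36 (SE), with a limma adjusted p of 0.886 and an exact permutation p of 0.7. The sham libraries were at 21.2, 12.8 and 7.35 FPKM, so the I/R values of 11.9, 10.3 and 11.4 lay inside the sham range. Without sham replicate 1 the log2 fold change was 0.18. The most abundant transcript (3464 bases, 16 exons, starting at 6046576 on chromosome 19) was at 12.4 ± 6.54 FPKM in sham and 7.46 ± 2.42 FPKM in I/R (limma adjusted p = 0.764 over transcripts). A second 16-exon transcript, of 3363 bases starting at 6046662, was listed at 0, 0 and 0.206 FPKM in sham and at 1.95, 0.596 and 0.723 FPKM in I/R (limma adjusted p = 0.67). The study picked Syvn1 and Rffl partly from this comparison, so neither is independent evidence.

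Rffl, an E3 ligase that the study also picked, was at 1.80 ± 0.0666 FPKM in sham and 4.23 ± 0.77 FPKM in I/R (SD, n = 3 each). All 3 I/R values exceeded all 3 sham values, for an exact permutation p of 0.1, the smallest this design allows. The log2 fold change of 0.89 ± 0.21 (SE) did not pass over all genes (limma adjusted p = 0.433). Among the 3 study genes, adjusted over the list alone, Rffl rose (limma adjusted p = 0.0148), which is not independent evidence because the study chose the list. Cemip2 encodes TMEM2, a cell surface hyaluronidase that the study described as an HRD1 substrate. It was at 2.78 ± 1.62 FPKM in sham and 2.88 ± 0.268 FPKM in I/R (SD, n = 3 each), a log2 fold change of 0.12 ± 0.33 (SE; limma adjusted p = 0.913; exact permutation p = 0.8). Its direction turned to -0.05 after quantile normalization and to -0.12 without sham replicate 1. In sham replicate 3 the whole Cemip2 value stood on a transcript that was listed at 0 in the other 5 libraries.

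Among 42 measured ubiquitin E3 ligases, 24 had a higher and 18 a lower mean in I/R. None passed over all genes. Adjusted over the list alone, 1 fell. Rnf125 was at 5.36 ± 1.10 FPKM in sham and 11.1 ± 1.15 FPKM in I/R (SD, n = 3 each), and Wwp2 at 20.7 ± 0.665 and 15.7 ± 0.785 FPKM. Camera gave the list a downward direction relative to other genes although its median log2 fold change was 0.08 (adjusted p = 0.68). The list holds Syvn1 and Rffl, which the study picked, so its direction is not independent evidence.

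ER stress genes were examined next. In the main comparison, none of the following 4 lists passed camera. The list of stress sensors and PERK-ATF4-CHOP targets passed without I/R replicate 6, without I/R replicate 7 and among genes above 0 in all 6 libraries, and the ER chaperone list passed without I/R replicate 6. Of 19 ER chaperones and folding enzymes, 15 had a higher mean in I/R and none passed, over all genes or adjusted over the list alone (camera adjusted p = 0.133). Hspa5 (BiP), the main ER chaperone, was at 122.6 ± 36.6 and 218.7 ± 42.6 FPKM, Creld2 at 19.5 ± 2.57 and 33.2 ± 7.91, Hyou1 at 19.8 ± 3.75 and 29.1 ± 2.20, and Manf at 62.7 ± 15.0 and 89.6 ± 26.5 (SD, n = 3 each). Of 18 stress sensors and PERK-ATF4-CHOP targets, 11 had a lower mean (camera adjusted p = 0.0529). Adjusted over the list alone, 1 fell (Chac1) and 0 rose. Trib3 was at 22.3 ± 5.09 and 9.92 ± 4.53 FPKM, Sesn2 at 4.48 ± 0.631 and 2.58 ± 0.542. Atf4 was at 166.3, 220.1 and 213.7 FPKM in sham, 180.5 in I/R replicate 6, and 31.5 and 46.9 in I/R replicates 7 and 9. Of 22 genes of ER-associated degradation (ERAD), 10 had a higher and 12 a lower mean (camera adjusted p = 0.303), and adjusted over the list alone 1 fell. This list also holds Syvn1, so it is not wholly independent of the study's choice. Herpud1 was at 50.8 ± 6.60 and 111.9 ± 36.4 FPKM and Selenos at 37.3 ± 12.5 and 69.4 ± 8.08. Aup1 was at 49.0 to 50.4 FPKM in sham and 47.8 in I/R replicate 6, but at 5.06 and 4.70 in I/R replicates 7 and 9.

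The apoptosis list held 23 measured genes, 15 of them with a higher mean, and none passed, over all genes or adjusted over the list alone (camera adjusted p = 0.68). The death-promoting Pmaip1 (Noxa) was at 4.91 ± 0.941 and 9.94 ± 2.08 FPKM, and the survival factor Mcl1 at 38.9 ± 5.82 and 58.5 ± 4.26. Apaf1, the core of the apoptosome, was at 13.1 ± 2.04 and 7.45 ± 1.34 FPKM. Bcl2a1a was listed at 0 in sham replicate 1, at 0.869 and 0.937 FPKM in sham replicates 3 and 5, and at 4.39, 3.18 and 2.00 FPKM in I/R. The next 6 genes encode proteins that were also measured by the study. Eif2ak3 (PERK) had a log2 fold change of 0.56, Ern1 (IRE1) of -0.44, Atf6 of -0.71 and Ddit3 (CHOP) of -0.11. Casp12 and Parp1 had log2 fold changes of 0.02 and 0.65. None of these 6 passed, with limma adjusted p from 0.584 to 0.988. The study's protein markers included phosphorylated PERK and IRE1, and cleaved caspases and PARP. RNA values do not report phosphorylation, cleavage or protein amount, so they do not test those protein results.

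**Figure D2:**
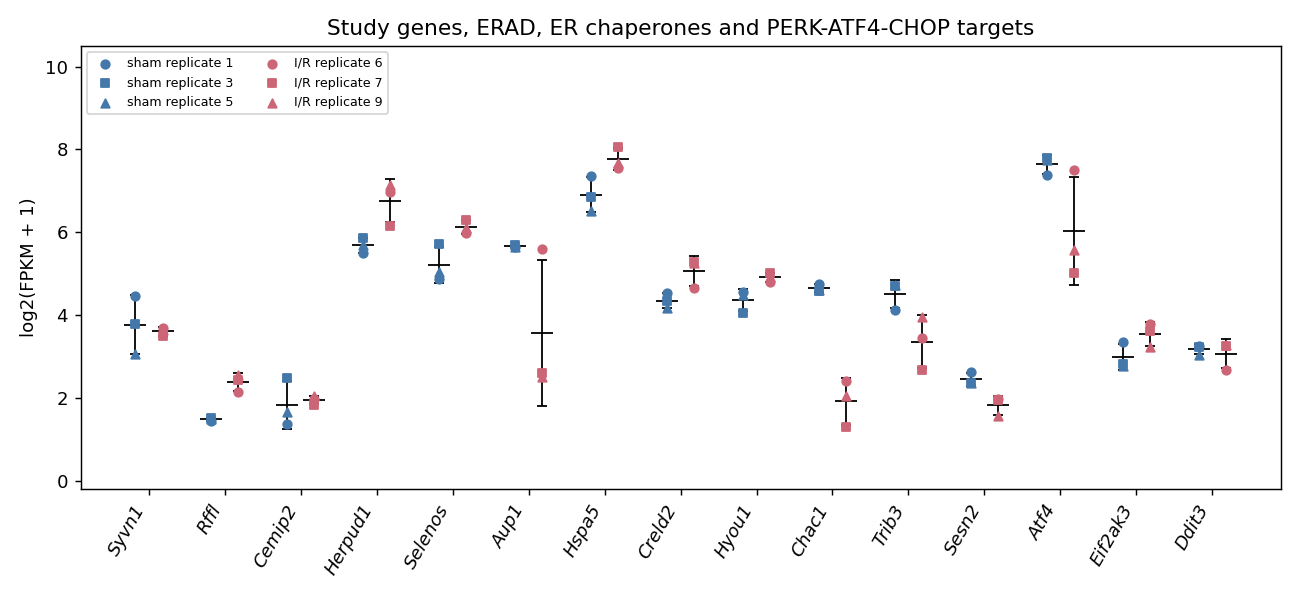
Study genes, ERAD genes, ER chaperones and PERK-ATF4-CHOP targets as log2(FPKM + 1) on the vertical axis. Points are libraries, blue for sham and red for I/R, with bars for the mean ± SD of 3 libraries; Chac1 and Rffl (among the 3 study genes, which the study chose) passed when adjusted over their list alone, and no gene shown passed over all genes.

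Of the 37 lists, 8 passed camera, 4 upward and 4 downward. With an estimated correlation 0 lists passed, and the lowest adjusted p was 0.387. Fry, which asks whether the genes of a list move one way on balance, gave 0 lists (lowest adjusted p = 0.128). Its test for change in either direction does not compare a list with other genes. Of all 12006 genes, 1073 had an unadjusted limma p below 0.05. In that test 1 strongly changed member can carry a list, as Cldn3 may for epithelial junctions. It gave 12 lists. Of these, epithelial junctions (adjusted p = 9.1e-05), ubiquitin E3 ligases (0.00445), ERAD (0.00557), hyaluronan metabolism, immediate-early, oxidative stress and tuft markers (0.00886 each), stress sensors and PERK-ATF4-CHOP targets (0.0152), hypoxia (0.0216) and circadian clock (0.0385) had not passed camera. The other 2 were the inflammatory (0.016) and neutrophil (0.0385) lists. The 4 upward lists were proliferation, inflammatory cytokines and adhesion, neutrophil markers and heat shock, each with an adjusted p of 0.698 with an estimated correlation. All 18 proliferation genes had a higher mean in I/R (camera adjusted p = 0.000378). The list median was 2.43 in sham replicate 3, 3.46 and 3.44 in sham replicates 1 and 5, and 3.58 to 3.80 in I/R. Among the genes were Rrm2 at 8.66 ± 5.82 and 23.7 ± 4.91 FPKM, Cdk1 at 7.92 ± 3.42 and 14.3 ± 0.416, Mcm6 at 15.6 ± 3.80 and 23.9 ± 0.583, and Ccnb2 at 13.1 ± 2.56 and 19.1 ± 2.32. None passed adjusted over the list alone. Of 31 genes in the inflammatory list, 22 were measured, and 19 of these 22 had a higher mean (camera adjusted p = 0.00149). The list median of I/R replicate 9 (1.13) lay inside the sham range (0.647 to 1.76), and those of I/R replicates 6 and 7 (3.31 and 2.55) lay above it. Nos2, in the same list, was at 97.1 ± 49.5 FPKM in sham and 18.4 ± 13.9 FPKM in I/R. Adjusted over the list alone 1 rose, Lcn2, an antibacterial lipocalin, from 1.64 ± 1.13 to 14.1 ± 7.52 FPKM. The chemokine Cxcl1 was listed at 0 in sham replicate 5, at 0.0639 and 0.221 FPKM in sham replicates 1 and 3, and at 4.57, 5.90 and 0.850 FPKM in I/R. Nfkbia was at 92.5 ± 19.0 and 160.99 ± 31.4 FPKM.

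Of 16 neutrophil markers in the list, 10 were measured. The mean was higher in I/R in 9 of these 10 genes (camera adjusted p = 0.0239), and 2 rose adjusted over the list alone. The list median was 0.249 to 0.978 in sham and 1.11 to 2.10 in I/R. S100a8 was listed at 0 in all 3 sham libraries and at 4.43, 1.46 and 2.39 FPKM in I/R. Il1r2, a decoy receptor, rose from 1.09 ± 0.726 to 3.77 ± 0.373 FPKM. In the heat shock list 14 of 15 genes had a higher mean (camera adjusted p = 0.0374), and none passed adjusted over the list alone. The list median of I/R replicate 9 (3.51) lay inside the sham range (3.45 to 4.12), and those of I/R replicates 6 and 7 (4.59 and 4.53) lay above it. Hspb1 was at 59.2, 63.8 and 1.73 FPKM in I/R replicates 6, 7 and 9 and at 7.04 ± 3.86 FPKM in sham (SD, n = 3). Hsp90aa1 was at 52.9 ± 13.4 and 96.0 ± 12.3 FPKM, Hsph1 at 3.44 ± 0.821 and 8.59 ± 3.14, and Hspa8 at 220.1 ± 3.38 and 279.6 ± 19.8. Hspa1b was listed at 0 in all I/R libraries and in sham replicate 1. The heat shock call was lost without sham replicate 1 and without I/R replicate 7. At a mean of at least 5 FPKM the inflammatory call was lost, and no neutrophil marker was left to test. Among genes above 0 in all 6 libraries both calls were lost. That filter drops genes listed at 0 in a sham library, such as S100a8 and Cxcl1, so these losses alone do not decide whether the lists changed. Listing was itself selective. A transcript near 0 in sham was listed only if its I/R mean reached the minimum of 0.5 FPKM. The reverse held for transcripts near 0 in I/R. The upward inflammatory and neutrophil calls may therefore lean on members that entered through the I/R group, which was not tested.

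The 4 downward lists were bile acid and xenobiotic transport, goblet markers, enterocyte markers, and T and NK cell markers. No member of these lists passed, over all genes or adjusted over the list alone. In the transport list 11 of 13 genes had a lower mean (camera adjusted p = 0.000378; adjusted p = 0.387 with an estimated correlation). The list median of I/R replicate 6 (6.17) lay inside the sham range (5.88 to 6.72), and those of I/R replicates 7 and 9 (5.64 and 5.46) lay below it. The list mean was 4.83 to 5.81 in I/R and 5.90 to 6.72 in sham. The list holds Fabp6, Slc10a2, Slc51a and Slc51b, genes of the distal small intestine that were lowest in I/R replicate 9. Camera with the preset correlation also called the list without I/R replicate 9. Abcg8, a sterol transporter, was at 58.5 ± 13.7 and 35.99 ± 5.03 FPKM, and Ugt1a1, which conjugates bilirubin, at 79.2 ± 21.5 and 38.1 ± 21.6. All 9 goblet markers had a lower mean (camera adjusted p = 0.000388; adjusted p = 0.698 with an estimated correlation). The list median of I/R replicate 6 (8.25) lay inside the sham range (7.98 to 8.75), and those of I/R replicates 7 and 9 (7.05 and 7.65) lay below it. The secreted mucin Muc2 was at 426.8 ± 119.5 and 211.1 ± 101.3 FPKM and Fcgbp at 344.7 ± 80.2 and 168.3 ± 73.4. Of 23 enterocyte markers, 15 had a lower mean (camera adjusted p = 0.00109; adjusted p = 0.698 with an estimated correlation). The list medians of I/R replicates 6 and 7 (7.70 and 7.80) lay inside the sham range (7.36 to 8.60), and that of I/R replicate 9 (8.75) lay above it, against the direction of the call. Fabp1, Apoa4, Rbp2, Mttp and Slc2a2 had higher means in I/R, each with its highest value in I/R replicate 9. The brush border peptidases Enpep and Anpep were at 571.4 ± 15.5 and 416.1 ± 16.4 FPKM and at 2355 ± 175.6 and 1648 ± 121.9. The fructose transporter Slc2a5 was at 95.2 ± 40.2 and 44.8 ± 12.5 FPKM. Of 11 T and NK cell markers, 8 had a lower mean (camera adjusted p = 0.0374; adjusted p = 0.698 with an estimated correlation), with Gzma at 105.6 ± 13.7 and 64.4 ± 12.9 FPKM and Gzmb at 16.5 ± 3.76 and 8.35 ± 2.38. The list median was 3.42 in sham replicate 1, 2.65 and 2.70 in sham replicates 3 and 5, and 3.15, 2.74 and 2.64 in I/R replicates 6, 7 and 9, so the groups overlapped. Cd2, of the same list, was at 2.86 ± 3.39 and 8.12 ± 3.40 FPKM, with the largest log2 fold change of the list (1.53). The enterocyte call was lost without sham replicate 3, without I/R replicate 6, after quantile normalization and with the B cell covariate. The T and NK cell call was lost without sham replicate 1, I/R replicate 7 or I/R replicate 9, with array weights and at a mean of at least 5 FPKM.

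Tissue makeup differed between libraries of one group. The median log2(FPKM + 1) of 10 B and plasma cell markers was 5.03 in sham replicate 1, 1.11 and 0.81 in sham replicates 3 and 5, and 4.49, 4.17 and 3.60 in I/R replicates 6, 7 and 9. In the main comparison camera did not call this list (adjusted p = 0.0529). It was called upward with a pseudocount of 0.1, at a mean of at least 5 FPKM, after median-ratio scaling, after quantile normalization, with array weights and without sham replicate 1. The median of 11 smooth muscle markers was 2.22 in I/R replicate 9 and 3.63 in sham replicate 5, against 5.22 to 6.68 in the other 4 libraries. The enterocyte median was lowest in sham replicate 1 (7.36) and highest in I/R replicate 9 (8.75). The first principal component took 34.98% of the variance and placed sham replicate 1 with I/R replicates 6 and 7, and sham replicates 3 and 5 with I/R replicate 9.

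**Figure D3:**
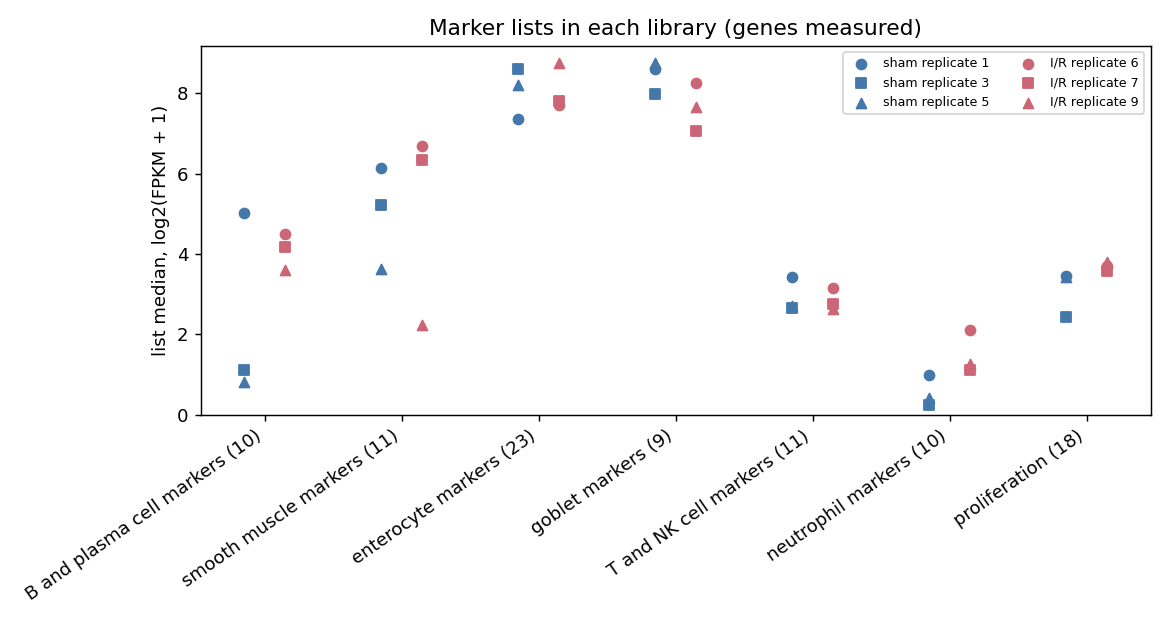
Median log2(FPKM + 1) of marker lists on the vertical axis in each of the 6 libraries, with the number of genes measured in brackets. Points are libraries, blue for sham and red for I/R; B cell markers spanned 0.81 to 5.03 within the sham group, and smooth muscle markers 2.22 to 6.68 within the I/R group.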

Values the study reported

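The study reported that the superior mesenteric artery of the mice was blocked for 45 min and that reperfusion then lasted 4 h. In I/R mice, HRD1 protein reached its highest level 4 h after reperfusion.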

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

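The transcript-level test, the restriction to genes above 0 in all 6 libraries and the B cell covariate were chosen after seeing the data. No paired analysis was possible because the groups share no replicate number. The tests that need read counts were not run. Sequencing depth is unknown, so what it limits cannot be stated. With pseudocounts of 0.1 and 0.5, with no filter and without a trend, the same 4 genes passed. The 3 study genes stayed on the same side of the threshold in every setting that gave them a value. The number of lists stayed between 6 and 12.

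The genes past the adjusted threshold, higher then lower, were 3 and 1 at a mean of at least 5 FPKM, 0 and 2 after median-ratio scaling, 1 and 2 after quantile normalization and 4 and 3 with array weights. They were 2 and 1 among genes above 0 in all 6 libraries, 0 and 0 with the B cell list mean as covariate, and 2 and 4 over transcripts. When 1 library was left out, they ranged from 0 to 4 higher and from 0 to 5 lower. At a fold of 2 and an unadjusted p below 0.05, the higher and lower genes were 119 and 73 at a mean of at least 5 FPKM, 364 and 140 with array weights, and 408 and 235 over transcripts. Leaving out 1 library gave 180 to 643 higher and 111 to 169 lower. The filter at 5 FPKM and the transcript test change the number of features tested, and leaving out a library lowers the number of samples. For the other settings the cause was not tested.

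Syvn1 turned to 0.08 with array weights and ranged from -0.52 to 0.18 when 1 library was left out, and was -0.64 with the B cell covariate. Cemip2 turned to -0.0034 after median-ratio scaling and -0.05 after quantile normalization, and ranged from -0.12 to 0.45 when 1 library was left out. Rffl stayed between 0.70 and 1.17 in all settings that tested it. Other named genes also turned, and the cause was not tested. Casp12 was at -0.03 with a pseudocount of 0.1, -0.06 and -0.16 after the 2 scalings and -0.34 with the B cell covariate. Parp1 was at -0.14 with the covariate. With 1 library left out, Casp12 ranged from -0.17 to 0.38, Ddit3 from -0.22 to 0.09 and Atf6 from -1.14 to 0.01.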

Other observations

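Tests of where pieces of gut came from and of follicle genes were set before their results were seen. Some of the gut position genes belonged to lists already tested. The tests of I/R itself, of a lower epithelial share and of the counts past the adjusted threshold were chosen after the values were seen. A first test of a lower epithelial share set the range of the B cell list median within a group against the widest range of other tissue lists. It decided nothing (4.22 against 2.51 log2 units in sham, 0.891 against 4.46 in I/R, both for smooth muscle) and was replaced after it was seen by the one given here. That the follicle test should rest on genes B cells do not make was also decided after its result was seen. Genes outside the rule for named genes were chosen after their values were seen.

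Lists of low oxygen, early response, oxidative stress, junction and interferon genes did not pass camera in the main comparison, and some of their members passed when adjusted over the list alone. The interferon list passed without sham replicate 1, sham replicate 5 or I/R replicate 9, the hypoxia list without sham replicate 3, and the immediate-early list without sham replicate 3 and with array weights. Of 19 hypoxia genes, 14 had a higher mean in I/R and, adjusted over the list alone, 4 rose (camera adjusted p = 0.133). Pfkfb3, which drives glycolysis, was at 3.67 ± 2.64 FPKM in sham and 20.5 ± 6.49 in I/R (SD, n = 3 each), Hk2 at 14.7 ± 3.46 and 26.8 ± 3.67, and the glucose transporter Slc2a1 at 3.85 ± 1.85 and 11.1 ± 4.30. Of 17 immediate-early genes, 13 had a higher mean and 1, Fosl1, rose adjusted over the list alone (camera adjusted p = 0.135). Of 15 oxidative stress and metallothionein genes, 8 had a higher mean (camera adjusted p = 0.836). Mt2 was at 118.6 ± 39.7 and 382.8 ± 109.9 FPKM and rose adjusted over the list alone, while Gpx2, an epithelial glutathione peroxidase, was at 433.7 ± 43.5 and 75.1 ± 55.4.

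Of 13 epithelial junction genes, 6 had a higher and 7 a lower mean, and Cldn3 and Cldn15 fell adjusted over the list alone (camera adjusted p = 0.34). Cldn4 was listed at 0 in all sham libraries and in I/R replicate 6, and at 65.3 and 116.2 FPKM in I/R replicates 7 and 9. Cdh1 was at 144.3 ± 58.3 and 217.2 ± 13.2 FPKM. Of 16 interferon response genes, 11 had a lower mean and none passed adjusted over the list alone (camera adjusted p = 0.0529), with Irf1 at 103.3 ± 20.6 and 56.4 ± 27.5 FPKM and Gbp2 at 12.1 ± 4.74 and 23.6 ± 17.7.

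Most markers of the B and plasma cell list were near 0 in sham replicates 3 and 5 and abundant in the other 4 libraries. Jchain, Mzb1 and Derl3 of that list were not near 0 there. Jchain was at 62.4 and 104.5 FPKM in sham replicates 3 and 5, and at 107.3 in I/R replicate 7. Cd79a was at 96.2, 1.93 and 1.47 FPKM in sham replicates 1, 3 and 5 and at 77.1, 72.6 and 32.7 FPKM in I/R replicates 6, 7 and 9. A lower share of epithelium alone, weighed by a test chosen after the values were seen, would move B cell and smooth muscle markers together, but their difference in list medians varied by 5.50 log2 units over the 6 libraries, from -4.12 in sham replicate 3 to 1.38 in I/R replicate 9. Lymphoid follicle tissue in some pieces stays open: of 29 listed follicle genes, 62.1% were higher in sham replicate 1 and I/R replicates 6 and 7 than in the other 3 libraries, but most are genes that B cells make and follow their markers whatever the cause. Of the 3 others, too few to decide, Cxcl13 and Gp2 went that way and Ccl20 did not. I/R itself would not set sham libraries apart. Yet the range of the list mean was 3.49 log2 units within sham, where replicate 1 was the highest of the 6 libraries. It was 0.678 within I/R. The group means differed by 1.62, less than the sham range, so whether I/R added to the pattern stays open.

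Fabp6, the ileal bile acid binding protein, was at 5.76 FPKM in I/R replicate 9, against 956 to 5201 FPKM in the other 5 libraries. I/R itself is argued against, since I/R replicates 6 and 7 were at 2903 and 2396 FPKM, inside the sham range. A failed estimate of this transcript alone is argued against too, since 66.7% of 9 other genes of the distal small intestine were lowest in I/R replicate 9. A piece taken nearer to the stomach may account for it. At least 60% of both lists went that way, with 9 of 15 proximal genes highest in this library, where chance gives 16.7%. Some of these genes, such as Slc51a and Rbp2, were in lists already tested. Genes of a list can also vary together, so they are not independent evidence. Gata4, a transcription factor of the proximal gut, was at 27.7 FPKM there and at 1.11 to 7.73 FPKM in the other 5 libraries. However, 6 of the 15 proximal genes, Slc40a1 and Ada among them, were not highest in I/R replicate 9. Slc40a1 was lowest in it, at 1.06 FPKM against 2.62 to 19.3 FPKM in the other 5 libraries, which goes against that account.

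The study picked HRD1 as an altered E3 ligase from RNA-seq of mouse I/R and of Caco-2 cells under hypoxia/reoxygenation. It described HRD1 expression as raised in intestinal I/R by its multiomic comparison, and it showed expression of the selected RNAs. It also reported higher HRD1 protein in patients with intestinal ischemia and in I/R mice. The Caco-2 data, the expression shown for the selected RNAs and the protein values were not examined here. In the present samples the summed Syvn1 value did not pass the test and its mean was lower in I/R. One minor Syvn1 transcript had all I/R values above all sham values, without passing the test, while the main one had a lower mean. Estimates that divide reads between near-identical transcripts may give such opposite moves. Between sham and I/R, 13 genes had 1 transcript separated upward and another downward by at least 2-fold. The highest of the other 9 splits of the libraries gave 16, so such separated pairs were no more frequent between the groups than in that split. Syvn1 does not meet this criterion. Its main transcript was at 5.96 to 19.0 FPKM in sham and 5.11 to 9.96 FPKM in I/R libraries, so the groups overlapped. The count therefore does not bear on Syvn1. A change in transcript use with I/R at Syvn1 itself was not tested.

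Splits of 3 against 3 number 10, too few for a share under 0.05. Counting the real split, 2 of the 10 splits gave at least as many genes past the adjusted threshold (4 in the real split, 7 in the highest other), 3 gave at least as many at a fold of 2 and an unadjusted p below 0.05 (348 and 809), and 6 gave at least as many lists (8 and 11). Non-overlapping genes numbered 1981 in the real split and 2646 in the highest other. The split with 809 genes, which also gave the 2646, set sham replicate 1 and I/R replicates 6 and 7 against the rest, which points to a structure of the samples other than their group. In the distal list, Fabp6, Slc10a2, Slc51a, Slc51b and Clec2h were higher in each of these replicates than in the rest. The other distal genes were not. The proximal gene Lct was at 0.881, 10.7 and 16.5 FPKM in them, against 98.6, 63.9 and 111.6 in the rest. Gata4, Fabp1, Apoa4, Apoc3, Rbp2, Creb3l3, Pck1 and Fbp1 were also lower in each of these replicates than in the rest. The other proximal genes, Slc40a1, Hamp and Ada among them, were not. Whether gut position underlies this split was not tested.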
